# Evidence linking microRNA suppression of essential prosurvival genes with hippocampal cell death after traumatic brain injury

**DOI:** 10.1038/s41598-017-06341-6

**Published:** 2017-07-27

**Authors:** Deborah Kennedy Boone, Harris A. Weisz, Min Bi, Michael T. Falduto, Karen E. O. Torres, Hannah E. Willey, Christina M. Volsko, Anjali M. Kumar, Maria-Adelaide Micci, Douglas S. Dewitt, Donald S. Prough, Helen L. Hellmich

## Abstract

The underlying molecular mechanisms of how dysregulated microRNAs (miRNAs) cause neurodegeneration after traumatic brain injury (TBI) remain elusive. Here we analyzed the biological roles of approximately 600 genes - we previously found these dysregulated in dying and surviving rat hippocampal neurons - that are targeted by ten TBI-altered miRNAs. Bioinformatic analysis suggests that neurodegeneration results from a global miRNA-mediated suppression of genes essential for maintaining proteostasis; many are hub genes - involved in RNA processing, cytoskeletal metabolism, intracellular trafficking, cell cycle progression, repair/maintenance, bioenergetics and cell-cell signaling - whose disrupted expression is linked to human disease. Notably, dysregulation of these essential genes would significantly impair synaptic function and functional brain connectivity. In surviving neurons, upregulated miRNA target genes are co-regulated members of prosurvival pathways associated with cellular regeneration, neural plasticity, and development. This study captures the diversity of miRNA-regulated genes that may be essential for cell repair and survival responses after TBI.

## Introduction

To develop targeted therapeutic treatments that will reduce neurodegeneration after traumatic brain injury (TBI), we must delineate which of the hundreds of genes affected by TBI are truly essential for recovery of homeostatic function. The failures in clinical translation of all TBI therapies^1^ indicates that the current consensus on which dysregulated genes and pathways are causally linked to TBI-induced neurodegeneration^2^ needs serious revision. Given that a major confounding factor impeding a full understanding of neurodegenerative signaling is the complexity of TBI-induced mechanisms in hundreds of heterogeneous cell types in the mammalian brain^3^ we leveraged data from our previous microarray study of injury-induced signaling in laser captured populations of dying, Fluoro-Jade-positive (FJ+) and surviving, Fluoro-Jade-negative (FJ−) hippocampal pyramidal neurons^4^ to capture the full diversity of mechanisms of both endogenous neuroprotection and TBI-induced neurodegeneration. Our previous comparative analysis of gene expression in dying and surviving neurons hinted at a coordinated epigenetic regulation, possibly by non-coding microRNAs (miRNAs), of the brain’s cell death and self-repair mechanisms after TBI^4^. MiRNAs negatively regulate gene expression by binding to complementary binding sites in the 3′ untranslated regions and inhibiting translation and/or promoting degradation of target mRNAs^5^. The important role that miRNAs play in coordinating posttranscriptional regulation of protein complexes^6^ and in fine-tuning gene expression by regulating protein expression noise^7^ is highlighted by reports that miRNAs can regulate key physiological processes such as the onset of puberty^8^, aging^9^, brain development^10^, synaptogenesis, and synaptic function^11^. Because dysregulated miRNAs that regulate cell survival genes are implicated in neurodegenerative disorders^12^, linked to increased cell death after brain injury^13^, and in studies of post-mortem human brains, linked to increased neuronal death and decreased neural plasticity in the prefrontal cortices of alcoholics^14^, the therapeutic potential of modulating their expression levels in neurodegenerative disease has been explored^15^. We surmised from our TBI gene expression data (GSE 16735) that although the brain’s endogenous protective responses are evoked in all brain cells regardless of injury status, many prosurvival genes that could mediate this response are markedly suppressed in dying neurons. In the present study, finding that multiple TBI-dysregulated miRNAs are predicted to regulate common dysregulated gene targets in dying and surviving neurons, we make the case for a stressor-threshold model of neurodegeneration^16^ which suggests that TBI-induced neurodegeneration results from low ratios of prosurvival to prodeath genes due, in part, to miRNA-mediated suppression of genes essential for homeostatic brain function.

Here, our analysis shows that virtually all target genes of TBI-dysregulated miRNAs - a subset of the significantly differentially expressed genes previously identified in our studies of TBI-associated gene expression in dying and surviving neurons (GSE 16735)^4 ^- that are differentially suppressed in dying neurons are associated with maintenance of neuronal homeostasis; we infer that suppression of many of these genes would result in disruption of protein homeostasis (proteostasis), the biogenesis, folding, trafficking, and degradation of cellular proteins^17^. Significantly, interrogation of the OMIM (Online Mendelian Inheritance in Man) database shows that dysregulation, mutation, or deletion of many of these genes results in human disease. The global suppression of these essential genes in dying neurons implies profound disturbances in RNA processing and translational machinery, which would impact neural plasticity, brain connectivity, and neuronal survival. On the other hand, we find that upregulated miRNA target genes in surviving hippocampal neurons are co-regulated members of prosurvival pathways associated with cellular regeneration, neural plasticity, and development.

## Results

### Striking differences in expression of miRNA target genes in dying vs surviving neurons

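Hippocampal RNA of 16 male rats taken 24 h after injury or control handling, each hybridised to its own Agilent Rat miRNA array, was analysed. The groups were naive (3 rats), sham-operated (2), TBI (3), and TBI with a compound that the labels call PMI (3), JM6 (3) or E33 (2). Only the 3 naive and 3 TBI rats enter the comparison of uninjured with injured hippocampus, and all 6 of their arrays were on 1 slide and scanned together. Each array carried 7000 spots with 938 probes against 350 miRNAs. Of these spots, 2910, 3823 and 3528 were well above background on the naive arrays and 2858, 3306 and 3457 on the TBI arrays, and 0 were saturated. The authors read the scans with Agilent Feature Extraction 9.5.3.1, which gives a background-subtracted intensity per spot, and then normalized the data in GeneSpring GX11. The scaling done there is not named in the paper's text, so the deposited intensities were scaled again. The intensity of each probe was averaged over its replicate spots, divided by the array's 75th percentile over the 284 probes well above background on all 16 arrays, held at a floor of -6.73 on the log2 scale and expressed as log2. A miRNA was represented by the probe listed in Supplementary Tables 1 and 2, or otherwise by its brightest probe. It was tested if that probe was well above background on every array of at least 1 group, which left 169 miRNAs. TBI was compared with naive by limma with Benjamini-Hochberg adjustment, and by the T-test and thresholds of the methods. With 3 arrays a group, an exact permutation test cannot give a two-sided p below 0.1.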

We first determined expression levels of significantly dysregulated rat miRNAs in uninjured and TBI rat hippocampus using Agilent Rat miRNA microarrays, and confirmed differential expression with individual TaqMan miRNA assays (Supplementary Fig. 1). The experimental parameters (injury level, 24 h time point for molecular analysis, brain region) for miRNA expression profiling were identical to the Rojo study^4^. To identify predicted miRNA targets among the approximately 2000 TBI-dysregulated genes expressed in laser captured dying and surviving neurons identified in our previous study^4^, we used Ingenuity Pathway Analysis miRNA target filter, which provides insights into the biological roles of miRNAs using curated data from experimentally validated miRTarbase and miRecords databases and predicted miRNA-mRNA interactions from TargetScan. We found that ten TBI-dysregulated miRNAs targeted, either singly or frequently in combination, about 600 TBI-dysregulated genes (Fig. 1, manually curated functional data including GeneCard and PubMed links for all miRNA gene targets with gene information shown left of the blue line and miRNA data shown right of the blue line, are provided in Supplementary Tables 1 and 2). 

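Of the 10 miRNAs, miR-17-5p, miR-18a, miR-19a, miR-92a, miR-15b, miR-146b and miR-365 had a higher mean signal in TBI than in naive hippocampus, and miR-379, miR-758 and miR-181c a lower one. For each of the 10, which the study chose on these arrays, all 3 TBI arrays lay on one side of all 3 naive arrays. Of the 169 miRNAs tested 47 did so (27.8%), where chance gives 10%. The signal of miR-365 was -2.93 ± 0.10 (log2 scaled signal, mean ± SD, n = 3) in TBI and -3.28 ± 0.18 (n = 3) in naive hippocampus, a log2 difference of 0.35 (standard error 0.12, adjusted p = 0.174 from limma). Its probe, ATAAGGATTTTTAGGGGCATT, lies on chromosome 10 of rn4 from 65915004 to 65915023. miR-379 was -3.46 ± 0.10 in TBI and -3.06 ± 0.06 in naive hippocampus, a log2 difference of -0.41 (standard error 0.09, adjusted p = 0.129 from limma), with its probe on chromosome 6 from 134388220 to 134388233, and -0.25 with signals summed over probes. miR-758, from 134392048 to 134392063 on the same chromosome, was -5.26 ± 0.12 in TBI and -4.79 ± 0.09 in naive hippocampus, a log2 difference of -0.47, or -0.21 with normexp. It was well above background on 2 of 3 arrays in each group and so left out of the test. With every miRNA tested, its standard error was 0.08 and its adjusted p = 0.183 from limma. Both belong to the Dlk1-Dio3 imprinted cluster, a large group of miRNAs enriched in neurons, and 28 of the 31 members tested had a lower mean in TBI, with 3 higher. The list fell by camera, with a mean log2 difference of -0.21 and an adjusted p of 1.40e-05 at the preset correlation, against adjusted p = 0.296 with an estimated correlation (limma's camera). No member passed limma's adjusted test, 14 were lower at an unadjusted p under 0.05, 11 passed the methods' t-test and 0 passed when adjusted over the list alone. The 11 became 1 lower with a percentile over all probes, 3 with quantile normalization, 4 with normexp, 2 with the authors' values, 0 with summed signals or without scaling, and 2 to 9 when an array was left out. As miR-379 and miR-758 were chosen on these samples, the list is not fully independent evidence of its direction. Its brightest members were miR-434 at -0.20, miR-127 at -0.30, miR-136 at -0.36 (-0.22 without TBI replicate 1) and miR-376a at -0.30, and with signals summed over probes these 4 lay between -0.20 and -0.06. Beside them, 10 of 12 neuron-enriched miRNAs had a lower mean in TBI, by -0.17 on average (camera adjusted p = 0.179, limma). With normexp that list passed at the preset (adjusted p = 0.0452) but not at the estimated correlation (adjusted p = 0.401, limma's camera). With signals summed over probes the mean was -0.09 for the cluster and -0.03 for the neuron-enriched miRNAs.

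**Figure D1:**
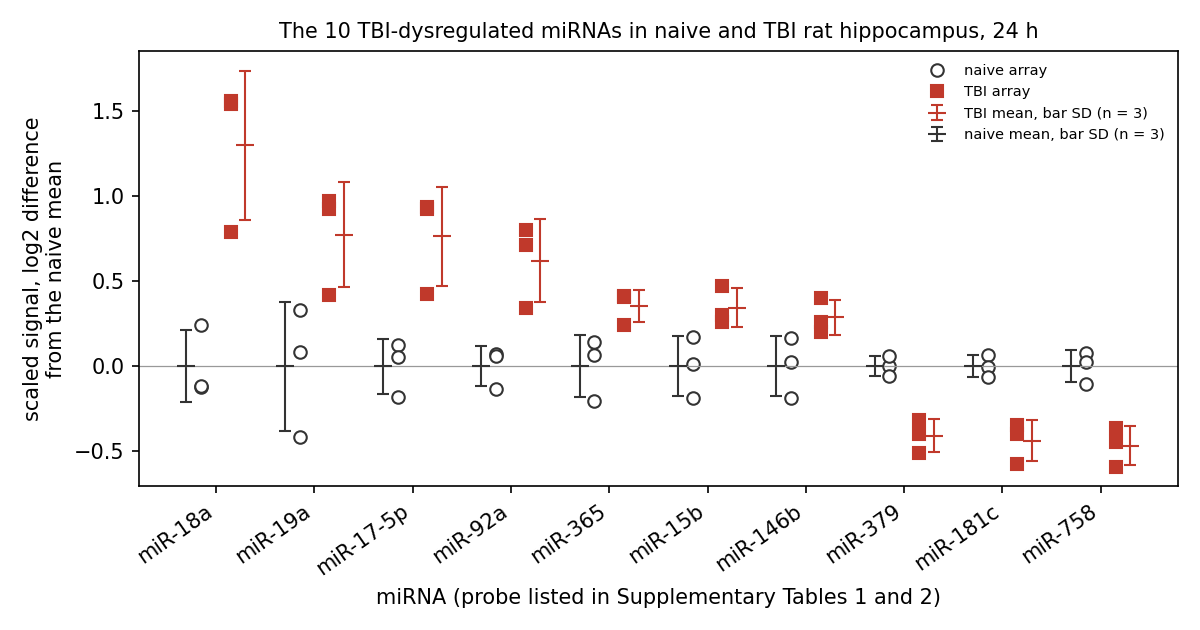
Scaled signal of the 10 miRNAs on each naive (circles) and TBI (squares) array, as the log2 difference from the naive mean, with mean and SD (n = 3 arrays a group). For every miRNA the 3 TBI arrays lie apart from the 3 naive arrays, above them for 7 miRNAs and below them for 3.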

Since co-expressed miRNAs have been shown to coordinately regulate canonical cell signaling networks associated with cell death and cell survival^18^, it is notable that we found that all members of the miR-17-92 cluster (miR-17-5p, miR-18a, miR-19a, miR-92a) are upregulated after TBI and these miRNAs co-target and possibly negatively co-regulate many TBI-altered genes. 

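The miR-17-92 cluster is transcribed as one precursor and is known for promoting cell proliferation. On the array 6 of its 7 measured miRNAs had a higher mean in TBI than in naive hippocampus, and miR-17-3p was at the floor on all 6 arrays. miR-17-5p (probe CTACCTGCACTGTAAG) was -3.31 ± 0.29 (log2 scaled signal, mean ± SD, n = 3) in TBI and -4.08 ± 0.16 (n = 3) in naive hippocampus, a log2 difference of 0.76 (standard error 0.16, adjusted p = 0.129 from limma). miR-92a (probe CAGGCCGGGACAAGTGC) was -1.98 ± 0.24 in TBI and -2.60 ± 0.12 in naive hippocampus, a log2 difference of 0.62 (standard error 0.14, adjusted p = 0.129). miR-18a and miR-19a were dimmer and did not enter the test, since miR-18a was well above background on 1 naive and 2 TBI arrays and miR-19a on 2 of each. miR-18a, on chromosome 15 of rn4 from 99853892 to 99853909, was -5.31 ± 0.44 in TBI and -6.61 ± 0.21 in naive hippocampus, where naive replicate 1 was at the floor and naive replicate 3 at -6.72 beside it, so that its log2 difference of 1.30 is bounded by the floor. With normexp it was 0.64. miR-19a, from 99854070 to 99854088, was -4.60 ± 0.31 in TBI and -5.37 ± 0.38 in naive hippocampus, a log2 difference of 0.77. With every miRNA tested, limma gave miR-18a a standard error of 0.27 and adjusted p = 0.270, and miR-19a a standard error of 0.27 and adjusted p = 0.387. The other members, miR-20a and miR-19b, had log2 differences of 0.70 (standard error 0.17) and 0.56 (standard error 0.16), with limma's adjusted p = 0.130 and adjusted p = 0.171. The 4 members tested rose as a list by camera, with a mean of 0.66 and an adjusted p of 2.07e-05 at the preset correlation of 0.01. The estimated correlation among them was 0.99, and with it the adjusted p = 0.296 (limma's camera). The preset thus treats members that vary together as nearly independent. All 4 passed the methods' t-test (0 without scaling between arrays, without naive replicate 1 or without TBI replicate 3) and all 4 passed limma when adjusted over the list alone, but the study chose cluster members on these samples, so this is not independent evidence. Of the paralog clusters, miR-25 was 0.28 higher, miR-93 0.16 and miR-106b 0.15 on the log2 scale, the last 2 at 0.08 and 0.07 without naive replicate 1 and 0.06 and 0.05 without scaling. Their list had camera's adjusted p = 0.0491 at the preset and adjusted p = 0.296 at the estimated correlation, and passed at the preset in 9 of 21 alternatives. For all 6 miRNAs TBI replicate 1 was the lowest TBI array, and without it miR-17-5p, miR-18a, miR-19b, miR-20a and miR-92a were among 8 miRNAs past limma's adjusted threshold, the others being miR-21, miR-142-3p and miR-223, and the mean of the same 4 members was 0.82. On that array miR-223, abundant in neutrophils and other myeloid cells, was -5.07, against -2.17 and -2.16 on the other TBI arrays. The naive arrays ranged from -5.96 to -4.19, so for miR-223 that array lay among them. The paper recalls that co-expressed miRNAs are known to act together on networks of cell death and survival. It reports the cluster members as raised and as sharing targets, and proposes that they possibly lower many genes altered by TBI together. Beside the arrays, the paper reports TaqMan assays of individual miRNAs, for which its methods give 6 naive and 6 TBI hippocampi. Those assays were not analysed here.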

Analysis of the annotated genes that displayed strikingly disparate expression levels in dying and surviving neurons (Table 1, the complete list of differentially expressed miRNA target genes in dying and surviving neurons described in the manuscript are shown in Supplementary Table 3 along with links to OMIM and supporting literature for each gene in Supplementary References) showed that the majority of transcripts are thought to play essential roles in cell function. The biological significance of these genes became clear when we surveyed the literature on their functions to determine the common characteristics of genes associated with neuronal injury and death.

**Figure 1:**
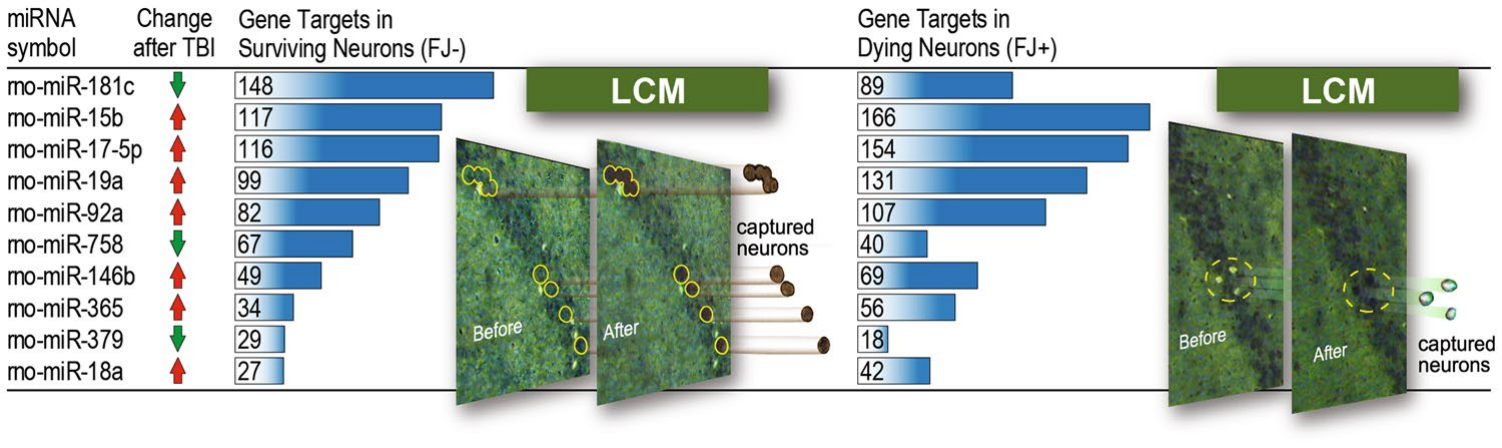
Ten Traumatic brain injury (TBI)-altered microRNAs target approximately 600 pro-survival and/or pro-death genes in dying and surviving hippocampal neurons. In our previous microarray study, we showed that these genes were significantly differentially expressed in dying and surviving neurons 24 h after TBI. Ingenuity pathway analysis miRNA target filter was used to identify predicted gene targets in laser captured dying, Fluoro-Jade-positive (FJ+) and surviving, Fluoro-Jade-negative (FJ−) hippocampal pyramidal neurons.

### Upregulated genes reflect an endogenous protective response in dying neurons

Our current analysis reinforces one of the positive findings of our previous study that showed evidence of a cell-autonomous mobilization of neuroprotective genes in dying neurons^4^. Analysis of miRNA gene targets that are upregulated solely in dying neurons shows that these genes have diverse, essential cellular functions: lipid and cholesterol homeostasis (*Abcg4*), glucose, fatty acid, and amino acid metabolism (*Hlcs*), DNA repair (*Nhej1*), cellular metabolism and proliferation of neural stem cells (*Nampt*), and regulation of neuronal migration (*Scrt1*). A few genes such as *Caprin1*, which codes for an RNA-binding protein responsible for mRNA transport to dendrites and neuronal network formation, were upregulated in dying neurons but downregulated in surviving neurons. Genes involved in developmental Wnt signaling and neurite outgrowth (*Ddx3x, Prickle2*) were highly upregulated in both surviving and dying neurons.

### Cell cycle genes suppression is more prominent in dying neurons

Given that cell death induced by DNA damage in postmitotic neurons has been shown to result from aberrant activation and dysregulation of the cell cycle^19^, we noted that several genes involved in regulating the cell cycle (*Heca, Ypel5, Ccpg1*, *Ccng1*) are more downregulated in dying than surviving neurons, the exception being *Mycn* which was more suppressed in surviving neurons. Tumor suppressor genes such as *Jade1* (also known as *Phf17*) that functionally interact with cell cycle regulators are also more suppressed in dying neurons. Other cell cycle regulators (*Haus3, Iars*), including regulators of S phase progression (*Abce1*), G1/S phase transition (*Bzw1*, *Ankrd17*), and cyclin-dependent kinases (*Ccny*), were solely suppressed in dying neurons.

### Preferentially suppressed genes in dying neurons are essential for neuronal function

Three broad categories of genes were preferentially suppressed in dying vs surviving neurons. One group are essential for synaptic function (*Nptx1*), synaptic plasticity (*Nptn*), targeting receptors for degradation (*Grasp1*), vesicle trafficking (*Snx24*), exocytosis (*Anxa7*), modulation of neurotransmitter release (*Cnr1*), regulation of neuronal activity (*Ptk2b*), and neuronal survival and neuroplasticity (*Bdnf*). A second group participates in essential cellular processes, such as fatty acid metabolism (*Acsl4, Far1*), clearance of misfolded proteins (*Jkamp*), regulation of cytoskeleton structure (*Tnfaip1*), regulation of mitochondrial and cytoskeletal dynamics (*Ddhd1, Pak7*), motility (*Actc1*), glycolysis and metabolic reprogramming (*Pfkp*), cell metabolism (*Pgm2l1*), regulation of the mitochondrial permeability transition pore (*Ppm1k*), mRNA stability and post-transcriptional regulation (*Zc3h14*), RNA stabilization (*Hnrnpu*), subcellular protein trafficking (*Srp72, Ap3s1*), degradation of abnormal proteins (*Uba3*), mitotic spindle checkpoint (*Cse1l*), regulation of planar cell polarity (*Fat4*), and regulation of pH, volume, and ionic homeostasis (*Slc9a6*). A third group of genes participate in developmental and regenerative processes: neuronal migration during development (*Astn1*), axon outgrowth and synaptic development (*Cdh10*), regulation of axon regeneration (*Rtn4rl1*), dendritic spinogenesis (*Cttnbp2*), cell growth and survival (*Kras*), neuronal proliferation (*Nap1l2*), neuronal differentiation and migration (*Gpm6a*), cerebellar development (*Mtpn*), neuromuscular junction formation (*App*), neurite outgrowth (*Ccdc64*), neurogenesis (*Grm7*), and regulation of cortical development (*Lrrn3*).

### Genes solely suppressed in dying cells are essential for neuronal homeostasis

The defining characteristic of all the genes that are solely suppressed in dying neurons is that they are essential for maintenance of neuronal function, viability, and homeostasis. One group is involved in synaptic function, development, and plasticity: neurotransmission (*Gabra4, Kcnma1*), homeostatic synaptic scaling (*Epha4*), synaptic vesicle recycling (*Ap2b1, Snap25*), synaptic vesicle exocytosis (*Sv2b*), clathrin-mediated endocytosis (*Aak1*), excitatory neurotransmission (*Grin1*), recycling transmembrane receptors (*Vps35*), trafficking and gating of AMPA receptors (*Cnih2*), glutamate synthesis (*Gls*), regulation of kainite receptors (*Neto2*), neural connectivity and myelination (*Nfasc*), axon guidance (*Epha7*), synapse maturation (*Lrrtm2*), synapse formation (*Nlgn1*), neuronal migration (*Nrn1*, Csde1), neural proliferation (*Ndp*), neurogenesis (*Rps6ka5*), and neuronal plasticity (*Lppr1*).

A second group of genes have roles in multiple cell survival and cytoprotective pathways (*Mapk1, Mapk9, Nr4a3*), antioxidant defenses (*Cat, Lias)*, stress response (*Adcyap1*), regenerative sprouting (*Lppr4*), cell growth (*Tmem209*), and neuroprotection (*Trim2*). Genes such as the heat shock protein co-chaperone *Dnajb9*, which is known to be induced by genotoxic stress, have been shown to protect from apoptotic cell death. This group also includes several relatively uncharacterized genes with hypothesized cytoprotective functions (*Cggbp1,C5orf30*, *Tmcc3*).

A third group of genes participates in diverse homeostatic cell functions: cellular motility and migration (*Ocrl, Fam116a*), polarized cell migration (*Tiam1*), cell adhesion (*Pcdhac2, Rap1a*), cell membrane remodeling (*Chmp1b*), chromatin remodeling (*Chd6*), purine metabolism (*Hprt1*), cholesterol metabolism (*Hmgcr*), lipid biosynthesis and metabolism (*Acsl3*), histone remodeling chaperone (*Asf1a*), metabolism of misfolded proteins (*Cops8*), protein transport (*Rab9a*), cell growth and proliferation (*Gls, Ptpn3, Vrk1, Zfp91*), regulation of ion channels (*Sestd1*), ionic homeostasis (*Cnnm2*), chloride transporter (*Clcn4*), metabolic homeostasis (*Mgea5*), calcium homeostasis (*Stim2*), regulation of actin-filament dynamics (*Cfl2*), metabolism, protein trafficking, signal transduction, apoptosis and cell cycle regulation (*Ywhah*), membrane trafficking (*Rtn3*), nutrient homeostasis (*Rraga*), bioenergetics (*Sdhc*), mitochondrial function (Vdac1), peroxisome biogenesis (*Pex13*), signal transduction (*Sos1*), mechanoreception (*Tmem150c*), actin filament reorganization (*Nckap1*), microtubule dynamics (*Clasp1, Mapre3*), cytoskeletal dynamics (*Elmod1*), mitosis and brain development (*Kif2a,Zfr*), membrane dynamics (*Scamp1*), and assembly of multiprotein complexes (*Dcaf7*).

A fourth group of suppressed genes is essential for transcriptional and translational processes: basal transcription (*Taf9*), DNA repair and maintenance of genome integrity (*Smc5, Usp47*), transcription and nucleotide excision repair (*Gtf2h1*), DNA replication (*Tipin*), RNA metabolism, transport, trafficking (*Hnrnpa3, Hnrnpd*), mRNA splicing (*Sf3b3*), ribosomal RNA processing and export (*Nmd3*), post-transcriptional RNA processing (*Celf2*), miRNA stability (*Papd4*), mitochondrial transcriptional regulation (*Mterfd2*), maintenance of chromatin structure and function (*Hp1bp3*), nucleosome assembly (*Asf1a*), DNA and nucleotide excision repair (*Rad23b, Ercc4*), maintenance of genome stability (*Eepd1*), coordinating the transition between DNA replication and mitosis (*Wee1*), intracellular vesicle trafficking (*Arcn1*), autophagy (*Atg16l1, Map1lc3b*), mitophagy (*Fundc1*), and mitochondrial protein synthesis (*Guf1*).

### Dysregulated miRNA targets have direct links to cell death and disease

Interrogation of the OMIM database showed that many suppressed genes in both dying and surviving neurons are involved in brain development and genetic variations, mutations, or deletions in the majority of these genes are associated with human disease (see OMIM hyperlinks in Supplementary Table 3). Notably the up or downregulation of miRNA target genes in dying or surviving neurons appeared to directly correlate with cell survival or cell death; among the genes that are highly suppressed in surviving neurons are negative regulators of cell survival (*Nlk*), transcriptional repressors (*Trim33*), genes involved in neurodegeneration (*Casp2, Aqp4*), cell death/remodeling processes (*Mmp24*), and induction of inflammatory phenotypes or apoptosis (*Tob1*). Given that over 30% of TBI survivors suffer psychiatric comorbidities^20^, we noted with great interest that genes associated with depression, such as *Slc6a15*, or associated with neuropsychiatric disorders, such as PTSD (*Ncoa1*), are more suppressed in dying neurons. Relatively unknown disease associated genes such as *Clcn4* (X-linked intellectual disability) are among the many that are solely suppressed in dying neurons.

Causal links to cell death pathways and disease also characterize upregulated genes in dying neurons: antiproliferative effects (*Elf1*), negative regulation of cell survival (*Ptpn9*), inflammatory processes (*Ctsc*, *Psmb8*), and apoptosis (*Vps41, Glipr1, Tp53i11*). Several genes are implicated in diseases caused by dysregulated ionic/pH homeostasis (*Slc9a8*), linked to lupus (*Uhrf1bp1*), linked to taupathy (*Mark1*), increased expression linked to Alzheimer’s (*Soat1*), overexpression linked to Huntington’s disease (*Arfgef2*) and linked to mental retardation in Down’s Syndrome (*Sim2*). It is notable that cell-adhesion genes involved in synapse formation (*Nlgn1*) and genes that negatively regulate BACE1 (*Rtn3*) and are markedly suppressed in dying neurons are also implicated in Alzheimer’s pathology.

### Upregulated genes in survival and protective pathways in surviving neurons

Gene expression in surviving neurons clearly correlated with neuronal survival: upregulated genes are involved in developmental processes (*Gfi1b, Prop1*), neuronal development and growth (*Actn2, Marcks*), cell proliferation (*Ghrhr, Ncoa3*), proliferation in neurons and glia (*Kif3b*), notably associated with cell proliferation and survival in cancers (*Cdc37, Itga3, Prickle4, Znf280b*), involved in protective immune response (*Trim14, Nfat5, Ppap2b*), associated with canonical cell survival pathways (*Spock1, Igf1, Notch2, Tyro3*), protect from apoptosis (*Ctf1*), are key regulators of ion channels and synaptic function (*Stom*), calcium homeostasis (*Atp2b2*), ionic homeostasis (*Cftr*), have negative effects on cell death (*Cstb*), act as chaperones to maintain protein structure and function (*Dnajc18*), and are implicated in neuroprotection (*Pgrmc2*).

The functional relevance of gene expression in surviving neurons can be appreciated by comparing the differences in three prosurvival canonical pathways that were prominently over-represented among the TBI gene lists; differences in the axon guidance, ERK/MAPK, and Ephrin signaling pathways are highlighted by comparing signaling in dying and surviving neurons (Fig. 2A–C, complete pathways are shown enlarged in Supplementary Figs 2–4, gene targets and associated miRNAs are shown in Supplementary Tables 4 and 5). Genes in these pathways, such as *Nfat*, *Bmp*, and *Itga3*, mediate signal transduction pathways linked to cell survival, development, and cell-cell interactions (Supplementary References 259–275).

**Figure 2:**
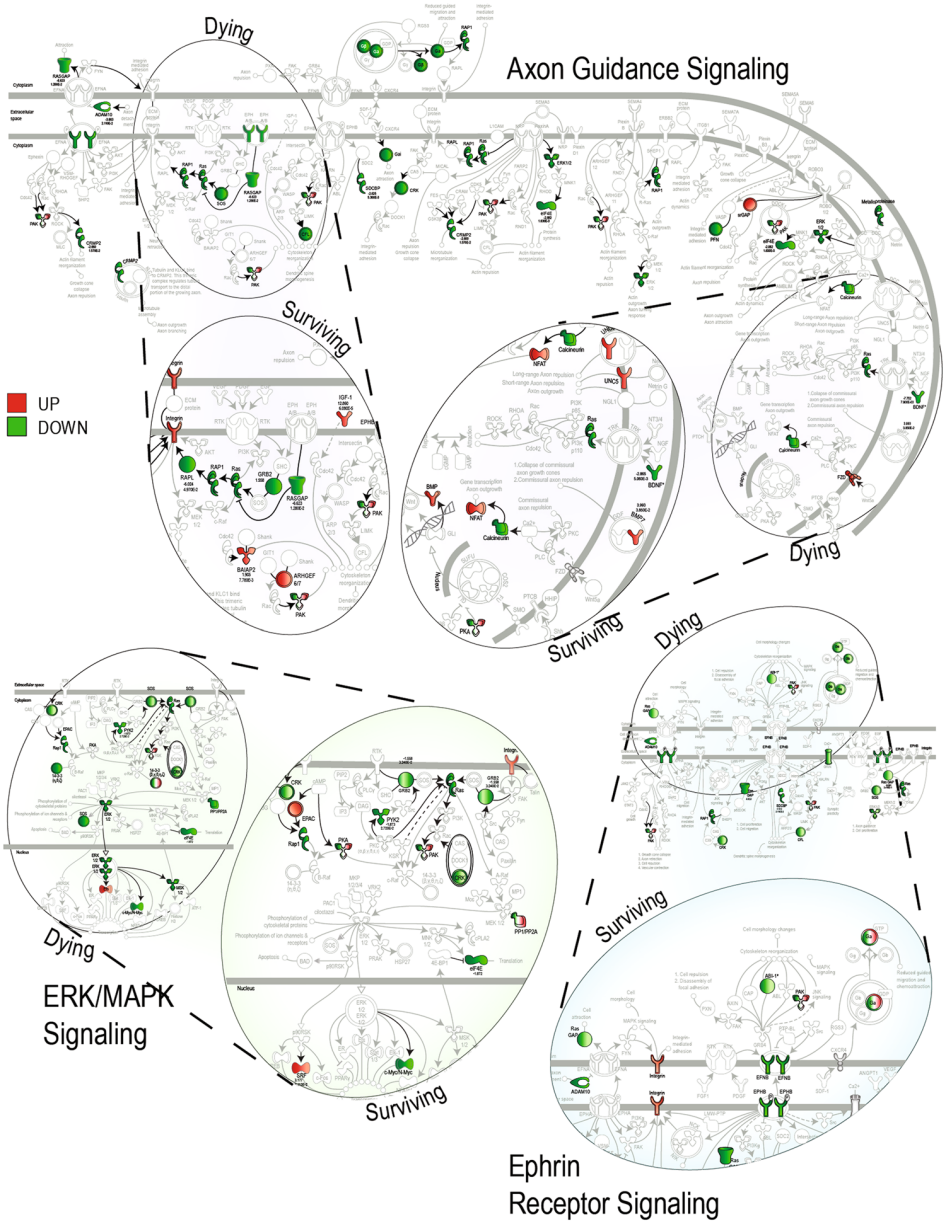
Ingenuity Pathway Analysis of TBI-induced miRNA target genes in dying vs surviving hippocampal neurons. miRNA-targeted genes are disproportionately represented in three prosurvival pathways, axon guidance, ERK/MAPK, and Ephrin receptor signaling. Prosurvival miRNA-target genes that are universally downregulated in the dying neurons are upregulated in surviving neurons (dashed lines connect the same region in dying pathway images with the enlarged surviving pathway images).

### High levels of miR-15b in dying neurons negatively correlate with a validated target, *Bdnf*

IPAs miRNA target filter showed that in dying neurons miR-15b has the largest number (166) of predicted gene targets among the approximately 2000 TBI-dysregulated genes that were validated by microarray analysis^4^. The deletion of the miR15/16 family is causally linked to chronic lymphocytic leukemia, suggesting that miR-15b has a tumor suppressor/pro-apoptotic function^21^. The high conservation of the miR-15/16 clusters among 44 vertebrate species, including humans and primates, suggests conservation of function^22^ with implications for human TBI. To validate its role in promoting neurodegeneration after TBI, we used *in situ* hybridization (ISH) with a locked nucleic acid (LNA), digoxigenin-labeled antisense probe to determine if miR-15b expression was increased in dying or surviving neurons in TBI brain sections. In comparison to a scrambled miRNA LNA probe (showing only background staining and serving as a negative control probe) and a U6 (small nuclear RNA probe which does not share homology with miRNA sequences available in miRBase) probe that labels all neurons (Supplementary Fig. 5A–C), we found that miR-15b expression is highly upregulated in many dying, FJ+ neurons in all hippocampal subfields (CA1, CA3, dentate gyrus [DG]) and in dying cortical neurons (Fig. 3A,B). Although virtually all FJ+ neurons in the DG and cortex expressed high levels of miR-15b, we found that not all dying, FJ+ neurons in the CA1-CA3 subfields had high levels of miR-15b and conversely, we found miR-15b expressing neurons that were not FJ+; this supports our current hypothesis (see discussion) that gene dosage determines neuronal death, not any specific gene. The miR-15b positive neurons that were FJ− may have had high pre-injury levels of prosurvival genes and therefore, the neurons did not reach the threshold needed to undergo cell death. Conversely, in FJ+ but miR-15b negative neurons, cell death occurs due to the cumulative dysregulation of other miRNAs and genes. We tested the feasibility of using microfluidic qPCR analysis to detect differential expression of miRNAs in laser capture microdissected pools of 30 FJ+ and 30 FJ− neurons (Supplementary Fig. 6A–C). Microfluidic analysis of laser captured neurons has never been reported; in this proof-of-principle experiment, although differences did not reach statistical significance due to the stochastic variability in the six 30 cell pools of dying or surviving neurons, we detected a trend in increased expression of miR-15b and miR-19a in dying neurons.

**Figure 3:**
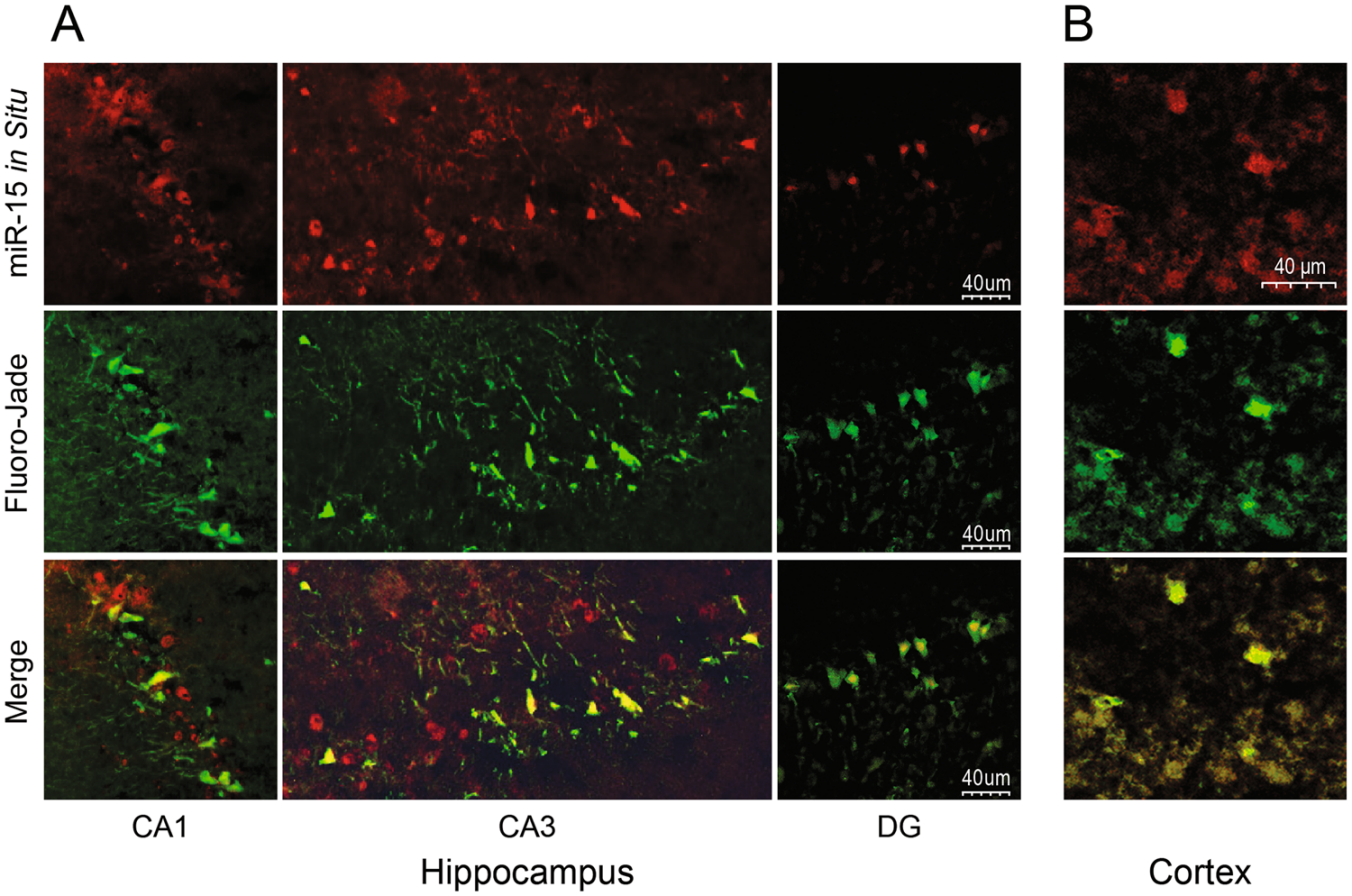
*In situ* hybridization analysis of miR-15b expression using a digoxigen-labeled locked nucleic acid antisense miR-15b probe in frozen sections of the injured rat brain. miR-15b is highly expressed in many but not all dying, Fluoro-Jade-positive (FJ+) neurons in the hippocampal CA1-3 subfields, in all dying (FJ+) neurons of the dentate gyrus (DG) (**A**), and in all FJ+ neurons of the cortex (**B**).

One of the predicted targets of miR-15b is *Bdnf*, a gene which is essential for cell survival, neuroplasticity, and cognitive functions^23^. *Bdnf* has a large, 2.9 kb 3′UTR with multiple seed binding sites for several miRNAs differentially affected by TBI, miR-15b, miR-146b, miR-17-5p (all increased) and miR-181c (decreased). 

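miR-15b and miR-146b had a higher mean signal in TBI than in naive hippocampus and miR-181c a lower one, each without overlap between the 3 TBI and 3 naive arrays (exact permutation test, two-sided p = 0.1 for each, the smallest that 3 against 3 allow). miR-15b, on chromosome 2 of rn4 from 158992256 to 158992274, was -1.86 ± 0.11 (log2 scaled signal, mean ± SD, n = 3) in TBI and -2.21 ± 0.18 (n = 3) in naive hippocampus, a log2 difference of 0.34 (standard error 0.12, adjusted p = 0.183 from limma). miR-146b, on chromosome 1 from 251558066 to 251558084, is a paralog of miR-146a, which is induced by inflammatory signalling. It was -2.58 ± 0.10 in TBI and -2.87 ± 0.18 in naive hippocampus, a log2 difference of 0.29 (standard error 0.12, adjusted p = 0.225 from limma). miR-146a itself had a log2 difference of 0.08 with a standard error of 0.28, turning to -0.02 without scaling between arrays and to -0.14 without naive replicate 1. miR-181c, on chromosome 19 from 25667412 to 25667428, was -4.45 ± 0.12 in TBI and -4.01 ± 0.07 in naive hippocampus, a log2 difference of -0.44 (standard error 0.10, adjusted p = 0.129 from limma), which shrank to -0.07 with normexp background correction. For miR-17-5p, the TBI arrays ranged from -3.65 to -3.14 and the naive arrays from -4.26 to -3.95. Other probes gave log2 differences of 0.32 for miR-15b, 0.26 for miR-146b and -0.27 for miR-181c. Among miRNAs that share their seeds, 4 of 5 members of the miR-15/16 family had a higher mean in TBI, with miR-16 at 0.22 (0.12 without scaling) and miR-195 at 0.13 (0.03 without scaling and 0.08 without naive replicate 3). The list had a camera adjusted p = 0.0680 and passed in 6 of 21 alternatives at the preset and in 0 at the estimated correlation (limma). The 181 family was split, with miR-181d at -0.25, turning to 0.03 with normexp, miR-181b at 0.16 (0.04 without TBI replicate 1), and miR-181a at 0.09, turning to -0.01 without scaling (camera adjusted p = 0.639, limma).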

We showed previously, using microarray analysis of laser captured neurons, that *Bdnf* expression is significantly lower in dying neurons than in adjacent surviving neurons^4^. Since the miR-15b seed binding site is among the most highly conserved (Supplementary Fig. 7A), we used a GeneCopoeia plasmid construct containing the *Bdnf* 3′ UTR and performed dual luciferase reporter assays to find further evidence that miR-15b directly regulates *Bdnf* expression. Although a consistent trend was observed - adding the LNA miR-15b inhibitor to the miR-15b mimic returned luciferase expression levels closer to that of control plasmids in every experiment - the noise and variability in *Bdnf* expression levels prevented the restored expression from reaching statistical significance (Supplementary Fig. 7B). Nevertheless, in aggregate, these data combined with the decreased *Bdnf* levels in laser captured dying neurons (microarray data) and the increased expression of miR-15b in dying neurons (ISH) and increased trends in expression of miR-15b (microfluidic qPCR) support the predicted miR-15b regulation of *Bdnf*.

## Discussion

The extraordinarily diverse functional roles of miRNA gene targets in dying vs surviving neurons appear to defy any logical assignment to categories that inform a mechanistic understanding of neurodegeneration. However, given that every single miRNA gene target in this study was shown in our previous study to be significantly differentially expressed in these neurons after TBI, we found a simple, unifying principle; dysregulation of these genes would profoundly disrupt proteostasis^17^ and consequently neuronal homeostasis after TBI. The biological significance of these results is very clear: in support of previous studies linking disrupted proteostasis to neurodegenerative disease^24, 25^, the gene annotations in the OMIM database show that misregulation, mutation, or deletion of many miRNA gene targets in our study is causally associated with a huge compendium of diverse human diseases, notably neurological and neurodegenerative disorders. For example, mutations in the *Hars* gene are found in patients with inherited peripheral neuropathy with an axonal pathology and genes that regulate tissue-specific alternative splicing, such as *Rbfox1*, are implicated in multiple neurological disorders including autism (see citations for these and all other discussed genes in Supplemental References).

Studies showing that mutations or knockdown of these genes in mice result in deleterious or lethal phenotypes also validate the roles of these miRNA gene targets in neurodegeneration and disease. For example, deletion of *Cacna1c*, which encodes the Cav1.2 subunit of L-type calcium channels, causes increased cell death of hippocampal neurons in knockout mice and mice harboring forebrain-specific conditional knockout of *Cacna1c* display unusually high anxiety-like behavior. Interestingly, polymorphisms in this gene are associated with multiple forms of neuropsychiatric disease that manifest high anxiety in human patients^26^. Mice with mutations in *Grin1* also show abnormal anxiety-like behaviors, a deficiency in fear memory, and a decreased startle amplitude, and mice with *Cfl2* mutations display features of congenital myopathy.

In a recent commentary in Nature about the value of the Exome Aggregation Consortium (ExAC, a database of protein coding sequences from 90,000 plus individuals), Erika Check Hayden discusses how the current views of disease-causing mutations are being drastically revised based on new sequencing data^27^; the exome data clearly show that genetic predisposition is not destiny and in fact, many “fatal” disease-linked mutations exist in otherwise perfectly healthy individuals. Our analysis suggests a plausible explanation for this perplexing observation. There is an obvious and clear gene dosage effect - higher levels of multiple prosurvival genes in surviving vs dying neurons and a greater suppression of essential genes in dying vs surviving neurons - recalling Stanley Korsmeyer’s description of a Bcl-2/Bax rheostat that regulates cell survival or death in cancer cells^28^. Interestingly, we found that multiple miRNAs found downregulated in cancers are upregulated after TBI, which precisely correlates with their roles in regulating genes, such as *Kras*, that are involved in cell survival and proliferation (Supplementary References 276–287). The synergistic, degenerative effects of prosurvival gene suppression in dying neurons are reminiscent of negative epistatic interactions where single mutations are more deleterious in combination than individually^29^. A similar epistatic effect induced by modifier genes may explain variabilities in disease severity in people with familial dysautonomia who carry identical mutations in the IKBKAP gene^30^.

Although the basis of selective neuronal vulnerability in neurodegenerative diseases is still unclear, one possible interpretation of our findings is that the differential expression of prosurvival and prodeath genes, which correlate with cell death or cell survival in the hippocampus, supports the stressor-threshold model of neurodegeneration which has been put forth to explain the etiology and sporadic forms of neurodegenerative disease^16^. This model is also supported by the results of our previous study that found stochastic fluctuations in gene expression play a role in determining cell death after TBI^4^. Our analysis suggests a mechanistic model, using *Bdnf* and miR-15b expression levels in dying and surviving cells as an example, for how injury-dysregulated miRNAs could induce differential cell death in adjacent cells that are subjected to the same stressor: because of stochastic fluctuations in *Bdnf* expression in individual neurons, suppression of *Bdnf* expression by TBI-induced miRNAs, such as miR-15b, would push the cell below a critical threshold in some cells and result in cell death (Fig. 4). One limitation of these experiments is that although we tried to measure miRNA expression in small numbers of laser captured neurons using microfluidic qPCR analysis, the noise and variability in the miRNA expression data prevented us from definitive conclusions other than that the trends were in the same direction, i.e. higher expression of miR-15b in dying neurons. One implication of this model is that a therapeutic drug or treatment that reversed the effects of TBI and restored homeostatic levels of one or more dysregulated miRNAs could prevent suppression of some prosurvival gene targets and positively alter the cell survival rheostat. Indeed, in animal models of myocardial infarction, antagomirs to miR-15 reduced infarct size and enhanced cardiac function^31^. Development of miRNA-targeted therapies such as miravirsen, which inhibits the hepatitis C virus by targeting liver-expressed miR-122^32^, give credence to the idea of using drugs targeting TBI-dysregulated miRNAs to improve survival of brain cells.

**Figure 4:**
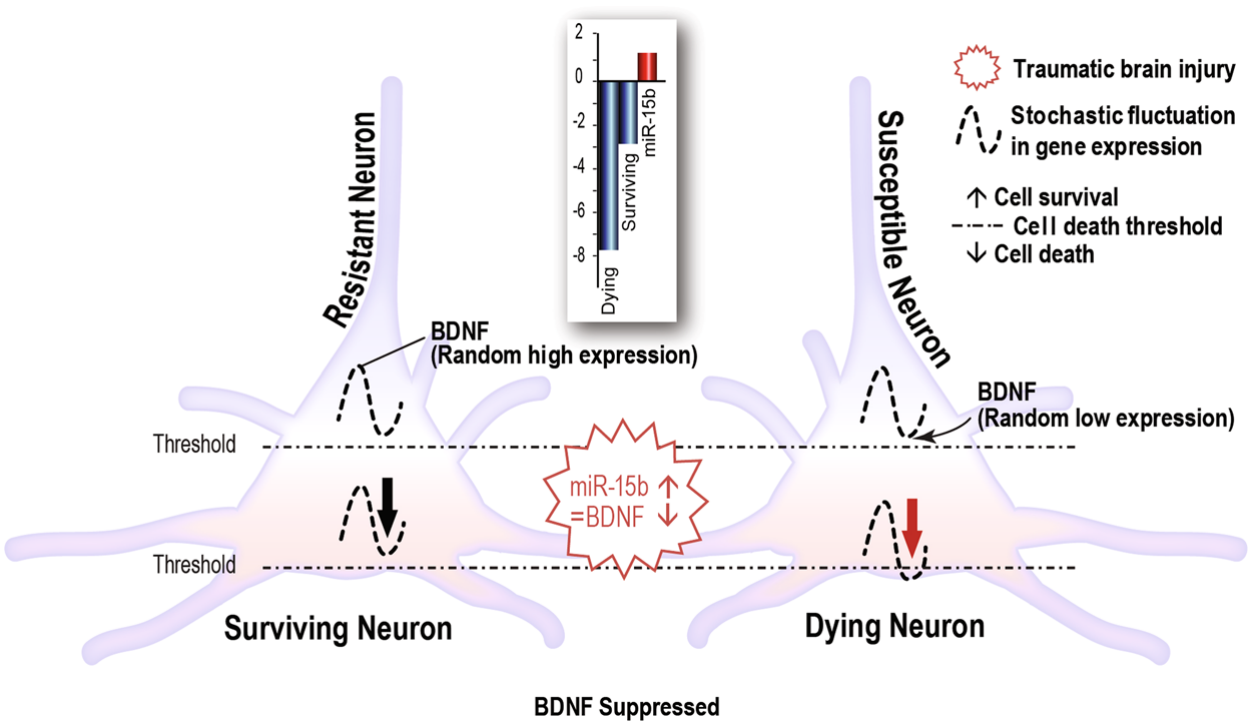
Model of how microRNA regulation of prosurvival target genes could result in differential suppression and differential cell survival after TBI. miR-15b-mediated suppression of random fluctuations in expression levels of pro-survival target genes, such as *Bdnf*, could lower the threshold for cell survival and result in neurodegeneration after TBI. Inset shows expression levels (from separate microarray experiments) of miR-15b in hippocampus of traumatic brain injured (TBI) rats and expression levels of *Bdnf* in pools of laser capture microdissected dying and surviving hippocampal pyramidal neurons after TBI.

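miR-15b, a member of the miR-15/16 family, gave a 1.3-fold higher signal in TBI than in naive hippocampus. Its probe TGTAAACCATGATGTGCTGC read -1.95, -1.91 and -1.73 (log2 scaled signal) on the 3 TBI arrays and -2.39, -2.04 and -2.19 on the 3 naive arrays. The lowest TBI array stood above the highest naive array by less than the SD of either group. miR-16, whose gene lies beside that of miR-15b, read 1.37 to 1.38 on the TBI arrays and 1.10 to 1.20 on the naive arrays. Over 24 other ways of processing the arrays the log2 difference of miR-15b stayed between 0.24 and 0.48, and it did not pass limma's adjusted threshold in any of them. The laser-captured neurons behind the Bdnf levels were not analysed here.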

Many diseases are associated with dysfunction of highly networked signaling hubs^33^, and a comprehensive analysis of the human regulatory network from ENCODE data^34^ showed that miRNAs, acting as key hubs, could shut down entire functional gene units. Given that many of the miRNA-targeted genes are themselves hub genes and transcriptional regulators (Supplementary References) and given that many of the rat genes suppressed in dying neurons have counterparts that been shown to be essential in the human genome^35^, this suggests that injury-altered miRNAs could coordinately induce a wide-spread dysregulation of critical cell survival pathways in the injured brain. Moreover, since we know that the synchronous activity in brain networks correlates with expression of dozens of genes involved in activity of ion channels and synaptic function^36^ (such as the ones in our study), and we know that brain injury causes massive disruptions in brain connectivity and the brain default network^37, 38^ and that disturbances in brain connectivity cause many neurological diseases^39^, then the large numbers of suppressed genes associated with synaptic function would predict a broad disruption of functional connectivity and cognitive function.

These data also suggest a molecular mechanism explaining why TBI is a risk factor for age-related and comorbid neurodegenerative and neuropsychiatric disorders^40^. *Bdnf* and *Fgf2* are among multiple miRNA target genes linked to several psychiatric disorders including depression^41^. Moreover, potassium channel genes, such as *Kcnma1*, which have been implicated in METH and alcohol addiction and genes, such as *Eif2s1* and *Ehd4*, are implicated in drug abuse or reward circuits (Supplemental References). Disruption or dysregulation of synaptic function genes such as *Scn1a* - loss of function is associated with genetic epileptic disorders^42^ and *Sv2b*, is associated with TBI comorbidities such as epilepsy^43^. It is notable that the only drug that has proved neuroprotective in multiple TBI animal models is the antiepileptic drug, levetiracetam^44^. Finally, a recent study of the aging rat brain found that age-related down-regulation of protein-coding genes is inversely correlated with a genome-wide up-regulation of non-coding genes, including miRNAs^45^. Until now, a plausible mechanism for how TBI accelerates aging and poses a risk factor for Alzheimer’s disease^46^ has been obscure; our study suggests that TBI-induced miRNAs dysregulate multiple genes linked to AD and genes such as *Zmpste24*, a gene causally linked to the premature aging disease progeria.

In summary, we have captured the full diversity of TBI-induced neurodegenerative mechanisms by focusing on miRNA gene targets that are differentially expressed in pure populations of dying and surviving neurons. We do want to stress that this captures only a moment in time, 24 h after TBI, and all these observations pertain only to that time point. If we could follow these surviving neurons *in vivo*, it is likely that gene expression changes in some of the “surviving” neurons will push these cells below a critical threshold necessary for survival and they may die at a later post-injury timepoint. The translational implication of our study is summed up in a recent review of the polygenic nature of many psychiatric disorders; the finding that individual genetic differences are common to multiple disorders implies not only shared pathophysiology but unexpected opportunities to broaden the use of single disease-targeted therapeutics for other disorders^47^. That is, miRNA-targeted therapeutics for TBI may also prove beneficial for other neurodegenerative disorders.

## Methods

### Animal surgery

All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Texas Medical Branch, Galveston, Texas and conducted in accordance with the guidelines and regulations in the National Institutes of Health Guide for the Care and Use of Laboratory Animals (8^th^ edition, National Research Council). Lateral fluid percussion traumatic brain injury (TBI) was performed on 300–400 g male Sprague-Dawley rats as previously described^4^.

### Agilent microRNA microarray and bioinformatic analysis

Total RNA, including miRNA, was isolated from rat hippocampi (n = 3 each for naïve control, and TBI) at GenUs Biosystems and Agilent Rat miRNA arrays (Agilent Technologies, Santa Clara, CA), consisting of 938 probes that target 350 unique miRNAs, were performed according to manufacturer’s protocols. Microarrays were scanned, and data was uploaded into GeneSpring GX11 (Agilent Technologies), normalized, and analyzed as described in Rojo *et al*.^4^.

Differentially expressed genes >1.5-fold and T-test p-value < 0.05 in dying and surviving neurons relative to sham controls and differentially expressed miRNAs >1.2-fold, T-test p-value < 0.05 in TBI vs. naive whole hippocampus were uploaded into Ingenuity Pathway Analysis (IPA). 

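At a fold change over 1.2 and an unadjusted p under 0.05 by the methods' t-test, 8 miRNAs were higher and 15 lower in TBI than in naive whole hippocampus (3 rats each), out of 169 tested. The higher ones include 4 of the miR-17-92 cluster and miR-21, which is induced in injury and inflammation. Of the lower ones, 11 belong to the Dlk1-Dio3 cluster. Of the 10 miRNAs followed in Fig. 1, 6 passed these thresholds, miR-146b missed the p threshold, and miR-18a, miR-19a and miR-758 were too dim on some arrays to be tested at the probes used. miR-21 was 1.36 ± 0.75 (log2 scaled signal, mean ± SD) in TBI and -0.01 ± 0.11 in naive hippocampus. Of the inflammation-responsive miRNAs 6 of 7 had a higher mean in TBI, with miR-221 at 0.08, miR-132 at 0.03 and miR-212 at 0.02 beside miR-21, but without scaling between arrays only 2 of 7 were higher and these 3 were below 0, as each was when 1 array was left out. The list had a camera adjusted p = 0.0954, and passed at the preset without scaling (adjusted p = 0.0278) and without naive replicate 1 (adjusted p = 0.0429), but not at the estimated correlation (adjusted p = 0.692 and adjusted p = 0.402, limma). Of immune cell miRNAs, miR-142-3p had a log2 difference of 0.89 (standard error 0.35) and miR-150 one of -0.20 (standard error 0.09, and -0.06 with summed signals; camera adjusted p = 0.679 for these 2, limma). miR-223, well above background on 2 of 3 arrays in each group and so not tested, was at 2.17. Without TBI replicate 1 miR-142-3p was at 1.30 (adjusted p = 0.0254) and miR-223 at 3.14 (adjusted p = 0.0265), both past limma's threshold. But that array read -2.89 for miR-142-3p, within the naive range of -3.27 to -2.58. For miR-223 it read -5.07, within the naive range of -5.96 to -4.19. TBI and naive arrays thus overlapped for both, and these p-values depend on leaving out the array that lay among the naive ones. miR-451 of red cells was at 0.69 with a standard error of 0.59, or 0.16 without naive replicate 3 and 1.20 without naive replicate 2. The 3 vessel miRNAs had lower means, with miR-126 at -0.21 (camera adjusted p = 0.271, limma; 2 of 3 with normexp), but without naive replicate 2 miR-126 was at -0.07 and the list mean of -0.35 shrank to -0.06. The 3 oligodendrocyte miRNAs had higher ones, with miR-338 at 0.07, turning to -0.03 without scaling, to -0.05 without TBI replicate 1 and below 0 with quantile normalization (camera adjusted p = 0.210, and without naive replicate 1 adjusted p = 0.0426 at the preset and adjusted p = 0.402 at the estimated correlation, limma). Of the neuron-enriched miRNAs, miR-124 was at -0.14, turning to 0.01 with signals summed over probes, and miR-128 at -0.27, or -0.12 with them. The let-7 family was at 0.05 on average, turning to -0.05 without scaling and shrinking to 0.01 without TBI replicate 1 (adjusted p = 0.179 by limma's camera), and the miRNAs of p53 and hypoxia at 0.10, or -0.10 without naive replicate 1 (adjusted p = 0.552). The 3 miRNAs of other tissues were at -0.37, or -0.06 with normexp (adjusted p = 0.179), among them miR-133b of muscle at -0.72, or -0.28 with normexp and -0.43 without naive replicate 2. miR-122 of liver was at the floor on all 6 arrays. By limma, 0 of 169 miRNAs passed an adjusted p under 0.05, with 36 at an unadjusted p under 0.05 where chance gives 8.45, and the methods' t-test also left 0 after adjustment. The balance of calls by the methods' t-test moved with the processing. A percentile over all probes and no scaling each differ from the main scaling by 1 factor per array. Above the floor, such a factor moves the log2 difference of every miRNA by the same amount. The median of all tested miRNAs was -0.05, or 0.02 with a percentile over all probes and -0.15 without scaling. How much of the change in calls this explains was not tested. The balance was 11 higher and 3 lower with a percentile over all probes, and 10 and 4 with quantile normalization or the authors' values. With signals summed over probes it was 22 and 0, and without scaling between arrays 0 in all.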

IPA’s miRNA Target Filter was used to match differentially expressed miRNAs to their predicted targets differentially expressed in the opposite direction. The miRNA Target Filter is based on experimentally validated microRNA-mRNA target interactions from miRecords, plus thousands of additional miRNA-mRNA interactions manually curated from additional peer-reviewed literature. The target filter identified the same 10 miRNAs whose sequence target 613 differentially expressed genes in dying (Fluoro-Jade-positive) neurons vs control (uninjured neurons in sham-operated rat brains), 567 differentially expressed genes in surviving (Fluoro-Jade-negative) vs control neurons, and 1040 differentially expressed genes when both injured and uninjured neurons are compared to sham controls. A Canonical Pathway analysis in IPA identified ERK/MAPK Signaling, Ephrin Receptor Signaling, and Axonal Guidance Signaling as the three pathways with the most significant enrichment (p < 0.05) of differentially expressed genes targeted by one of the 10 miRNAs (shown in Supplementary Tables 4 and 5). To understand the biological roles of each miRNA target gene in dying and surviving neurons, we manually curated functional data using GeneCards, a database of human genes (automatically curated and integrated data from approximately 125 web-based sources) that provides genomic, proteomic, transcriptomic, genetic, clinical, and functional information on all known and predicted human genes and interrogating the published literature on each gene. For most genes, a PubMed hyperlink to a relevant publication is provided in addition to an active hyperlink to GeneCards.

### Whole hippocampal tissue RNA isolation and qPCR to confirm microRNA microarray data

Total RNA, including miRNA, was isolated from rat hippocampal tissue (6 naïve control, 6 TBI) using the mirVana isolation kit (Ambion, Austin, TX P/N AM1560) following manufacturer’s protocols. RNA was then DNase-treated using DNA-free (Ambion, P/N AM1906) for 20 min at 37°C. One µl of total RNA from each sample was assayed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara CA) to assess the quality and determine quantity. Ten ng of total RNA was reverse transcribed using the Taqman microRNA reverse transcription kit (P/N4366596, Applied Biosystems by Life Technologies, Carlsbad, CA) according to the manufacturer’s protocol. Real-Time PCR was performed on the MX3000 P thermal cycler (Stratagene, La Jolla, CA). Taqman microRNA assays to specific miRNA’s were purchased from (Applied Biosystems by Life Technologies, Carlsbad, CA. P/N 4427975). U6 was used as the endogenous control to normalize miRNA data. All data collected was analyzed using the MXPro software (Stratagene, now Agilent), a data analysis tool for sample comparison using the ΔΔCT method for calculating the relative quantitation of miRNA expression.

### Sectioning of rat brains for ISH and Fluoro-Jade C analysis

At 24 h post-FPI, rat brains (n = 12) were dissected out; immediately frozen on dry ice and stored −80°C. For cryosectioning, brains were removed from the freezer, placed in the cryostat until they were thawed to approximately −20°C. Brains were sectioned until the specified hippocampal region (Bregma −3.15 mm to Bregma −4.15 mm) was reached and 10 μm coronal serial sections were collected and mounted on uncoated, precleaned Superfrost glass slides (Fisher Scientific, Pittsburgh, PA). Slides were kept at −20°C until sectioning was completed.

### *In situ* hybridization for miR-15b

Ten µm fresh frozen coronal sections were fixed in 10% formalin overnight at ambient room temperature. Slides were rinsed in 1X PBS three times; 3 min each before Proteinase-K treatment. Slides were placed into a humid chamber and 300 uL of a 2 ug/mL concentration of Proteinase K solution (stock—20 mg/mL) was pipetted onto each section and covered with a strip of Parafilm. Slides were incubated at 37°C in a hybridization oven for 10 min. Slides were rinsed in 1X PBS two times; 5 min. Slides were then dehydrated in a series of ethanol washes (immersed 10 times and then submerged for 1 min in the following concentrations—70%, 96%, and 99.9%, respectively). Sections were then allowed to dry for 15 min on a Kimwipe. In preparation for the hybridization of the double-DIG LNA probe to miR-15b, hybridization buffer was diluted 1:1 in RNase free water. MiR-15b probe was denatured at 90°C for 4 min. Denatured probes were diluted with hybridization buffer to a concentration of (1 nM to 80 nM) depending on the miRNA. Then, 50 µL of diluted probe was added to each section and covered with Parafilm. Slides were placed in a humidity chamber and transferred into a hybridization oven set at 51°C for 1 h. Slides were then placed in Coplin jars and washed in room temperature 5X SSC for 5 min. Subsequent 5 min washes in preheated 51°C SSC placed in the hybridization occurred in the following order: 5X, 1X, 1X, 0.2X, 0.2X. A final wash at ambient room temperature in 0.2X SSC was completed before the slides were transferred to another Coplin jar with 1X PBS. A hydrophobic barrier was drawn with a delimiting pen (DAKO) to keep staining reagents localized on the tissue. Sections were blocked in 5% normal goat serum +0.3% triton X-100 for 30 min at room temperature to reduce the overall non-specific binding of the primary antibody. Next, 100 uL of primary antibody (Dylight 594 anti-DIG 1:20 concentration, Vector Biolabs #DI-7594) +1% goat serum in PBS incubated on the slides overnight at 4°C inside the humidity chamber. The following day slides were removed and washed in 1X PBS three times; 10 min each time. Sections were then rinsed in distilled MilliQ water and incubated in a 0.06% potassium permanganate solution for 1 min to reduce background artifacts from subsequent fluorescent staining. Slides were then washed for 2 min in distilled water. Sections were then stained with FluoroJade-C (FJ-C) a neuronal marker of cell death shown previously to preferentially bind to dying, degenerating cells. FJ-C was diluted to 0.0001% in distilled water with 0.1% acetic acid and the sections were incubated for 7 min. Following FJ-C staining the slides are washed in distilled water three times, 1 min for each wash. Slides were mounted with media composed of 80% glycerol and 0.1% acetic acid. An Olympus BX51 Fluorescent Microscope was used to visualize hippocampal and surrounding cortical regions.

### Staining for laser capture microdissection

Frozen sections immediately adjacent to miR-15b ISH/FJC labeled slides were removed from the cryostat and placed at ambient temperature for approximately 30 sec then promptly fixed for 1 min in 75% ethanol; rinsed in RNase-free water (1 min); stained with 1% cresyl violet (20 sec); rinsed in RNase-free water (30 sec × 2); stained with. 001% Fluoro-Jade C (4 min); rinsed in RNase-free water (1 min × 3); dehydrated in 95% ethanol (30 sec) then 100% ethanol (30 sec); rinsed in xylene (2.5 min × 2); and allowed to air-dry for 10–15 min in a chemical fume hood. Solutions were prepared under RNase-free conditions and the cresyl violet and Fluoro-Jade C solutions were filtered (0.2 micron filter) before use. We have adapted conventional Fluoro-Jade C staining protocols to achieve maximum preservation of RNA integrity throughout the laser capture microdissection procedures.

### Laser Capture Microdissection

Laser capture microdissection (LCM) was performed using a PixCell IIe laser capture microscope with an infrared diode laser (Life Technologies, CA). Using serial sections immediately adjacent (before and after) to the miR-15b ISH/FJC labeled slides, we identified dying, Fluoro-Jade positive neurons and adjacent surviving, Fluoro-Jade negative neurons and laser captured them from the ipsilateral (directly under the injury site) rat hippocampus. Contamination from adjacent cells was minimized by using the smallest laser spot size (7.5 micron) and a power setting range of 75–100 mW with pulse duration of 0.45–0.85 ms, the last two settings adjusted as necessary for optimum capture. Surviving and dying neurons were separately captured on thermoplastic films of CapSure Macro LCM Caps (Life Technologies, CA). Caps were then secured on 0.5 mL tubes with 100 μL lysis solution from the RNAqueous-MicroRNA isolation kit (Ambion, Austin, TX) and vortexed for 15 sec, stored at −20°C, and vortexed 30 sec before the RNA isolation procedure.

### MicroRNA Real-Time PCR for LCM samples using Fluidigm’s dynamic array IFCs

Thirty dying (n = 6 pools) and 30 adjacent surviving (n = 6 pools) neurons in the CA1-CA3 region of the hippocampus were collected by LCM. Cells were lysed with buffer obtained from the RNAqueous Micro Kit (Life Technologies). Total RNA was isolated using the RNAqueous Micro Kit according to the manufacturer’s protocols. Total RNA was eluted in 20 µl of nuclease free water and Dnase treated at 37°C for 20 min. Total RNA was assayed on an Agilent 2100 Biolanalyzer (Agilent Technologies) to determine the quantity and integrity of the RNA samples. RIN (RNA integrity numbers) ranged from 6.3–6.8. Reverse Transcription was performed using the RT primers provided in the TaqMan MegaPlex Primer Pool A and the MicroRNA Reverse Transcription Kit. The resulting cDNA was then preamplified using the pooled Preamp primers provided in the MegaPlex kit for 15–18 cycles. The preamped products were then diluted 1:10. Forty cycles of RT-PCR were performed, using the microfluidic 48.48 Dynamic Array IFCs. The data was then analyzed by Fluidigm scientists using Fluidigm’s Real-Time Data Analysis Software. Since the data from single cells or limited numbers of cells show great stochastic variation in mRNA amounts that routinely ranges from 10–1000 fold, Fluidigm has developed statistical analysis tools and software specifically suited for analysis of limited cells. Microfluidic qPCR data was analyzed with SINGuLAR™ Analysis Toolset 2.1 which enables one-way ANOVA on single-cell data.

### Dual Luciferase Reporter Assays

HEK293 cells were plated in 96 well plates (3.0–4.0 × 10^4^) in antibiotic-free complete growth media (EMEM + 10% FBS) 24 h prior to transfection. Transfections (three separate experiments) were performed in triplicate by adding 10 ul of transfection complex containing 0.5 ul Lipofectamine 2000 (Invitrogen), 100 ng of *Bdnf* miRNA Target Sequence 3′UTR expression clone (GeneCopoeia), 60 nmol/L miR-15b mimic (Dharmacon), or 37 nmol/L antisense LNA oligo (Exiqon). Experimental conditions included plasmid alone, plasmid + miR-15b mimic, and plasmid + miR-15b mimic and LNA inhibitor. Wells with cells alone were used to subtract background expression when read on the plate reader. Then, 24 h after transfection cells, were lysed and both Firefly luciferase and Renilla luciferase expression was measured using the Luc-Pair miR Luciferase Assay (GeneCopoeia) in a GloMax^®^-Multi+ Detection System with Instinct™ Software (Promega). After background subtraction, Firefly luminescence was normalized to Renilla luminescence producing relative luciferase unit (RLU) values. Data are reported as a percent change from the BDNF plasmid alone levels, displayed with 95% confidence intervals. A paired t-test was used to compare the miR-15b mimic groups and miR-15b mimic plus inhibitor groups to BDNF plasmid alone groups. All calculations were done in R.

### Data Availability.

The gene and microRNA expression data reported in this paper have been uploaded to NCBI’s Gene Expression Omnibus (GEO) under accession numbers GSE16735, GSE59646.

## Electronic supplementary material

Supplementary figures and references

Table S1

Table S2

Table S3

Table S4

Table S5

How the deposited data were processed for this re-analysis (not part of the article)

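RNA of whole hippocampus from 16 rats, 24 h after injury or control handling, was measured on Agilent Rat miRNA arrays, 1 array a rat. The deposited description calls the rats of a group separate biological samples and states 3 for each of the 6 groups, while the files hold 2 sham and 2 E33 arrays. The arrays were read on 2 slides of 8, in 2 scans. Slide 1 held the naive and TBI arrays and 2 of the PMI arrays, and slide 2 the sham, JM6 and E33 arrays and 1 PMI array.

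The authors made 2 kinds of file. The deposited scanner files hold, per spot, an intensity with its background subtracted and spatially detrended by Agilent Feature Extraction 9.5.3.1, not scaled between arrays, beside the mean spot brightness and its local background. The authors' processed table holds intensities that equal Feature Extraction's total signal of each probe times 1 constant per array, with low values held at 0.01. What that constant was taken from is not stated in the paper's text. Values per array were 1 per probe for 938 probes, and the probes well above background ranged from 293 to 463 an array.

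From the scanner files, spots called outliers were left out, replicate spots averaged, and each array divided by its 75th percentile over the 284 probes well above background on all 16 arrays, which lay between 1945 and 4042. Values were held at a floor of -6.73 on the log2 scale, the median over arrays of the lowest signal well above background, so a difference against a group at the floor is bounded by it. A miRNA was represented by 1 probe and kept if that probe was well above background on every array of at least 1 group compared. Where several probes of a miRNA were well above background on all 6 naive and TBI arrays (123 miRNAs), 8 miRNAs had probes that differ in sign. Positions are those of the array design on rn4. The number of arrays limits the precision.

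Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjusted p under 0.05). TBI against naive used those 6 arrays, with no term for the slide because all 6 share it. The other 10 comparisons used all 16 arrays with the slide as a term, which only the PMI group links, by 2 arrays on slide 1 and 1 on slide 2. The methods' t-test used a fold change over 1.2 and an unadjusted p under 0.05. Replicate numbers were not taken as pairs, and a block on the number was tried only as an alternative. After the group means were removed, arrays of the same number correlated at -0.23, -0.12 and 0.12 for TBI and naive. The values were 0.29, 0.22 and 0.01 for PMI and TBI, and 0.18, 0.46 and 0.03 for JM6 and TBI. For PMI and JM6 they were 0.09, 0.19 and 0.21, each above the highest with another number (0.04, 0.10 and -0.02).

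There were 14 lists of miRNAs (the miR-17-92 cluster, its paralog clusters, the miR-15/16, miR-181 and let-7 families, the Dlk1-Dio3 cluster, inflammation, immune cells, red cells and platelets, vessels, neurons, oligodendrocytes, p53 and hypoxia, and tissues other than brain). They were tested with camera at a preset correlation of 0.01 and at an estimated one, for lists of at least 2 tested members. The group comparisons, the lists, the alternatives named below and the rule for naming miRNAs were set before the data were examined. The tests and fits that the closing section names as chosen later were not. The rule takes the miRNAs the paper names, the cluster's members, the largest changes past the threshold, and the brightest members of each list. The paper's fold changes of its 10 miRNAs had been seen by then.

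Changes were simulated in the 169 miRNAs (100 draws), with 8 miRNAs at each size changed in the same draw. Limma recovered 61.9% of changes of 0.5, 91.1% of 1 and 97.9% of 2 on the log2 scale. Among its calls 4.48% were false, and it made 0.1 calls a draw with no change added. The larger changes ease the Benjamini-Hochberg threshold for the smaller ones. The 61.9% therefore does not give the recovery of changes of 0.5 where few larger ones are present. The Dlk1-Dio3 list, shifted by -0.3, was recovered by camera at the preset correlation in 100% of draws. The noise was drawn independently for each miRNA. On the arrays the estimated correlation was 0.13 within this list and 0.99 within the miR-17-92 list. The draws therefore do not show how well camera calls lists whose members vary together, nor how well limma calls miRNAs that do.

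Alternatives tried were normexp background correction (offset 50), a percentile over all probes, quantile normalization, no scaling, signals summed over probes, the brightest probe throughout, the authors' processed table, no filter, a stricter filter, all 16 arrays in the fit with and without the slide, a replicate block, an intensity trend, and leaving out each array. Correlations across arrays were tested by 1e+05 permutations kept within the groups or slides that the values were centred on. That restriction was set after p-values from free permutations had been seen. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Dates and array barcodes were left out.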

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

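The comparison of injured with sham arrays within slide 2, and the tests of array scaling, of injury on the other slide, of neurons and of handling, were chosen only after the result was seen, as was the restriction of the permutations to arrays of the same slide.

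In rats that the paper does not report on, 5 arrays of TBI with JM6 or E33 were set against the 2 sham arrays of the same slide. By limma 18 of 221 miRNAs passed the adjusted threshold, 16 higher and 2 lower, with 44 at an unadjusted p under 0.05. The 2 lower ones were miR-34b and miR-34c, at -0.04 and -1.06 on sham replicate 1 and -1.38 and -2.40 on sham replicate 2. Without sham replicate 1, which leaves 1 sham array, 5 passed, all higher. miR-223 of myeloid cells was 3.59 higher on the log2 scale (standard error 0.28), miR-21 was 1.38 higher (standard error 0.08), and the miR-17-92 cluster was 0.64 higher over 6 of 6 members (camera adjusted p = 2.95e-06, and adjusted p = 0.396 with an estimated correlation, limma). In the fit of all 16 arrays, 3 miRNAs passed for E33 against sham (2 arrays each), miR-18a at 1.19, miR-543* at 0.49 and miR-338* at -0.40. But 0 passed without the slide term, although both groups share a slide, and 0 with normexp, summed signals, the authors' values, the stricter filter, the replicate block or the trend. miR-338* was at the floor on the naive and TBI arrays, which add no spread to its fit. For TBI less naive its standard error was 0.07 with and 0.25 without the slide term, so its call is limited by the floor. In TBI against naive hippocampus, miR-21, which the paper does not name, had a log2 difference of 1.37 (standard error 0.34, adjusted p = 0.130 from limma), with 3 of 3 TBI arrays above the naive arrays, at 0.50 on TBI replicate 1 and 1.85 and 1.73 on the others. The Dlk1-Dio3 cluster, of which the paper's supplementary tables list 2 members, had a mean of -0.21.

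The miR-17-92 cluster had higher means in injured hippocampus than in uninjured rats of the same slide, on both slides. Over the 4 members tested in TBI against naive, the sham arrays were at -2.19 and -2.16 and the naive arrays between -2.74 and -2.48. TBI replicate 1, at -2.25, lay below both sham arrays, and the other TBI arrays were at -1.74 and -1.79. Sham and naive arrays are on different slides, so handling and slide cannot be told apart in the difference between them. A factor per array cancels from the cluster mean less the median of all tested miRNAs, so this measure is no test of such a factor. The 2 settings that are not 1 factor per array left the cluster above that median, by 0.73 with quantile normalization and 0.59 with normexp. Immune cells entering the tissue cannot be told apart from a response of the resident cells: over the 11 injured arrays, centred within slide, the cluster mean followed miR-223 and miR-142-3p with Pearson's r of 0.806 (permutation p = 0.0557) and Spearman's rho of 0.80 (permutation p = 0.0453), but r was 0.53 (permutation p = 0.589) without TBI replicate 1 and PMI replicate 1, and -0.03 within the 6 injured arrays of slide 2. Adjusted over 4 relations, the first p is 0.0557. On slide 2 the 4 members tested in TBI against naive were 0.50 higher in injured than in sham rats, a difference reached by 1 of 21 splits, the real one, with 0.25 the highest other, which is consistent with an effect of injury seen in other rats, although all 5 injured rats had also received a compound.

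The Dlk1-Dio3 cluster was lower in TBI than in naive hippocampus. A smaller share of neurons may account for this, but a small gap between means cannot show it. Neuron-enriched miRNAs differed from the cluster by 0.0372 (standard error 0.05 over miRNAs, taken as independent). Of these 12 miRNAs 10 were lower, but unevenly, with miR-7a at -0.46, miR-7b at -0.45, miR-124 at -0.14 and miR-9 at -0.01. The 2 higher ones were miR-9* at 0.01 and miR-138 at 0.04. The miRNAs of other cell types did not part by more than their spread (oligodendrocytes less vessels 0.47, standard error 0.33, and 0.11, standard error 0.18, without naive replicate 2). Handling shared by sham and injured rats stays open. Over 42 members, sham less naive was -0.14 without and -0.41 with the slide term. Over the 31 members tested in TBI against naive, the sham arrays were at -2.47 and -2.36 and the naive arrays between -2.25 and -2.14. But the sham and naive arrays are on different slides, so handling and slide cannot be told apart. On slide 2 the cluster was 0.16 higher in injured than in sham rats, with 35 of 40 members higher (camera adjusted p = 0.0118, and adjusted p = 0.564 with an estimated correlation, limma). The 12 neuron-enriched miRNAs were at 0.01 there, 5 of them higher, so they did not follow the cluster on that slide.

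For groups of 3 arrays the 10 splits are too few for a share under 0.05. The real split of TBI and naive arrays gave 0 miRNAs past limma's adjusted threshold (36 at an unadjusted p under 0.05, 23 by the methods' t-test) and the highest other split 1, with 10 splits as large. For the methods' t-test it gave 23 and the highest other 11, with 1 split as large, and for the lists 3 and 4, with 4 splits as large. PMI against TBI, JM6 against TBI and PMI against JM6 gave 0 each (25, 3 and 1 at an unadjusted p under 0.05), with 8, 1 and 2 in the highest other split. The 8 came from TBI replicate 1 with PMI replicates 1 and 3 against the other 3 arrays. PMI replicate 3 alone was on slide 2, so the slide term absorbs it. The split thus sets TBI replicate 1 and PMI replicate 1 against TBI replicates 2 and 3 and PMI replicate 2. In that order miR-223 was at -5.07 and -4.06 against -2.17 to -1.84, and miR-21 at 0.50 and 1.03 against 1.73 to 1.85. This may point to a structure of those arrays other than their groups, whose source was not tested.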

How the results depend on the processing

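The alternative fits that drop the array with the fewest detected probes from each group, that combine a scaling with no filter, or that use slide 2 alone, whole or without an array, were chosen only after the result was seen. The means of the miR-17-92 cluster (0.56 to 0.82 over the same 4 members, and 0.96 over the 6 tested without TBI replicate 1) and of the Dlk1-Dio3 cluster (-0.31 to -0.09 over the members tested) kept their direction and passed camera at the preset correlation in all 24 alternatives. At the estimated correlation, run in 21 of these, neither list passed in any (lowest adjusted p = 0.227, limma's camera). The median of all tested miRNAs was -0.05, against -0.15 without scaling and 0.10 with signals summed over probes. miR-181a turned to -0.0137 without scaling and ranged from -0.00119 (without TBI replicate 1) to 0.15 in leave-one-out, and miR-124 to 0.00757 with summed signals.

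The count of TBI against naive by limma (0) became 1 with normexp, 1 without scaling, 5 with summed signals, 4 with the authors' values, 4 and 1 with all 16 arrays with and without the slide, 3 without the arrays with the fewest detected probes, and 0 to 8 in leave-one-out, 8 without TBI replicate 1 and 2 without TBI replicate 2. It stayed 0 with the replicate block, with 30 at an unadjusted p under 0.05. The count by the methods' t-test (23) became 14 with normexp, a percentile over all probes, quantile normalization or the authors' values, 0 without scaling, 10 with the replicate block, 15 without the arrays with the fewest detected probes, and 6 to 21 in leave-one-out. Of the paper's 10 miRNAs past the methods' thresholds (6), 0 passed without scaling, 10 with no filter combined with a percentile over all probes, quantile normalization or the authors' values, and 2 to 7 in leave-one-out. The lists past the threshold (3) became 2 with summed signals, the brightest probe, the authors' values or the replicate block, 5 with a percentile over all probes and no filter, and 2 to 6 in leave-one-out, 6 without naive replicate 1. With normexp the third list was the neurons and without scaling the inflammation list, in place of the paralog clusters.

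Over the other comparisons (3 in all), the count was 0 with normexp, summed signals, the authors' values, the stricter filter, the replicate block or the trend, 5 with quantile normalization, 1 without scaling, 65 with only the 2 groups compared, 16 without the slide term, 18 on slide 2 alone (without each of its arrays 5 and 19 for sham, 22, 11 and 20 for JM6, 15 and 12 for E33) and 0 to 14 in leave-one-out, 14 without TBI replicate 1. For E33 against sham (3), it was 0 with normexp, summed signals, the authors' values, the stricter filter, the replicate block, the trend or no slide term, 1 with a percentile over all probes or without scaling, 13 with only those 2 groups, and 0 to 6 in leave-one-out, where a lone array is assumed to vary like the other groups. The cause of these changes was not tested. Signal over background limits miR-18a, miR-19a and miR-758 at the probes listed in the paper's tables. With summed signals or the brightest probe miR-19a and miR-758 enter the test on the same arrays, and with summed signals miR-19a passed limma (0.92, adjusted p = 0.0477).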

Differences from the paper's values

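The fits that combine a scaling with no filter were chosen only after the result was seen. The fold changes of the 10 miRNAs in the paper's tables and here come from the same naive and TBI arrays. They differ by 0.053 to 0.191 on the log2 scale, less than the SD between replicates, and all 10 have the paper's direction. As the arrays are the same, the SD serves here only as a yardstick and does not account for the differences.

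The paper follows 10 miRNAs (the paper's count), which its target filter returned from those at a fold change over 1.2 and p under 0.05, and it states no count before that filter. Here 6 of the 10 passed those thresholds, and 7 were tested. Among the alternatives set before the data were examined, the difference falls within 1.5 times for a percentile over all probes (7), quantile normalization (7), the brightest probe throughout (8), the authors' processed values (7), no filter (8) and the fit without TBI replicate 1 (7), and not for normexp (6), no scaling (0), summed signals (6), the stricter filter (6), the replicate block (4) and the other fits that leave out an array, the lowest at 2. With no filter combined with a percentile over all probes, quantile normalization or the authors' values, settings chosen after seeing the values, all 10 passed and 0 of the paper's miRNAs were dropped.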

Other observations

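The tests of the choroid plexus on miR-34b, miR-34c and miR-204 were chosen only after the result was seen, as was the restriction of the permutations to arrays of the same group, while the test on miR-211 and miR-448 was set before.

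Members of the miR-17-92 cluster had higher means than in sham rats (2 arrays) with JM6 (3 arrays) and with E33 (2 arrays). Both are set against the same sham arrays, so the second does not repeat the first. In the fit with the slide as a term, miR-17-5p was 0.68 higher with JM6 and 0.61 higher with E33 on the log2 scale, miR-92a 0.49 and 0.46, and miR-19a 0.75 and 0.65. The miR-17-92 cluster was 0.66 higher with JM6 (camera adjusted p = 1.03e-06) and 0.61 with E33 (adjusted p = 0.000567), with adjusted p = 0.268 and adjusted p = 0.511 at an estimated correlation (limma). JM6 less E33 was 0.07 for miR-17-5p (95% interval -0.33 to 0.47), 0.03 for miR-92a (-0.27 to 0.33), 0.02 for miR-15b (-0.27 to 0.31) and 0.01 for miR-181c (-0.25 to 0.27). By limma 0 of 230 miRNAs passed between JM6 and E33, with 4 at an unadjusted p under 0.05. Doses were not compared. Against TBI alone, PMI, JM6 and E33 gave 0 miRNAs past limma's adjusted threshold, with 25, 3 and 1 at an unadjusted p under 0.05. In these fits the slide term absorbs PMI replicate 3, so PMI against TBI rests on PMI replicates 1 and 2. JM6 and E33 are on the other slide from TBI and are linked to it only through PMI replicate 3. The 0 calls therefore do not show that a compound had no effect. Without the slide term JM6 against TBI gave 8. For PMI less TBI within slide 1, miR-17-5p was at -0.07 and miR-92a at -0.22.

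Oligodendrocyte miRNAs were lower with JM6 than in sham rats, by -0.33 on average (camera adjusted p = 0.00248, and adjusted p = 0.199 with an estimated correlation, limma), and with E33 by -0.21 (adjusted p = 0.0367, and adjusted p = 0.511), against the same 2 sham arrays. The E33 call was lost without the slide term (adjusted p = 0.218, limma), and the 5 arrays of both compounds together did not pass on slide 2 (adjusted p = 0.0537, limma). Over the same 4 miRNAs JM6 replicate 1 was at -0.69, beside -0.61 and -0.65 on the sham arrays, and the other JM6 arrays at -1.06 and -1.13. The 4 include miR-338*, whose own call for E33 is limited by the floor. Over the other 3 the sham arrays were at 0.91 and 0.88 and the E33 arrays at 0.73 and 0.76. The JM6 arrays were at 0.92, 0.36 and 0.32 over these 3. Immune cell miRNAs were 1.51 higher with JM6 (adjusted p = 0.00258, and adjusted p = 0.361 with an estimated correlation) and 1.45 higher with E33 (adjusted p = 0.0116, and adjusted p = 0.511). Within slide 2, miR-142-5p was at least 1.41-fold higher in the 5 injured rats than in the sham rats, where it was at the floor. Across the 169 miRNAs tested both there and in TBI against naive, which are not independent replicates, Pearson's r was 0.22 and Spearman's rho -0.19. Of 13 miRNAs past the threshold on slide 2 and tested in TBI against naive, 9 had the same sign. miR-541 and miR-543* of the Dlk1-Dio3 cluster, chosen after their values were seen, were 0.40 and 0.42 higher on slide 2 and at -0.31 and -0.23 in TBI against naive.

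The slide term sets 1 PMI array on slide 2 against 2 on slide 1, with the spread taken from the other groups too. By limma 6 miRNAs were higher on slide 2, among them miR-347 by 3.08 and miR-212 by 2.34 (chosen after their values were seen). Also among them was miR-338*, which was at the floor on the naive and TBI arrays of slide 1. miR-212 was also at -2.65 in naive and -2.62 in TBI rats of slide 1 and at 0.22 in sham and -0.00484 in JM6 rats of slide 2, so a difference between the PMI rats alone does not account for it.

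miR-34b, miR-34c and miR-204 differed widely between arrays of 1 group. miR-204 was 1.03 on naive replicate 2, 2.17 on sham replicate 1 and 2.56 on PMI replicate 1, and between -0.96 and -0.31 on the others. Choroid plexus taken along with some hippocampi may account for this: over 16 arrays, centred within group, miR-204 followed the mean of miR-34b and miR-34c with Pearson's r of 0.906 (permutation p = 0.000170, adjusted over 4 relations 0.000680) and Spearman's rho of 0.915 (permutation p = 0.000170), and with r of 0.867 (permutation p = 0.00118) without PMI replicate 1 and sham replicate 1. With the mean of miR-211 and miR-448 r was 0.976 and rho 0.935 (permutation p = 0.0549 for both). With miR-448 alone r was 0.988, at the same permutation p = 0.0549. Without the same arrays r was 0.952 for the mean and 0.974 for miR-448 alone (permutation p = 0.334 for both). These p-values cannot decide the question. As miR-448 was well above background on 3 arrays, permutations within a group have few distinct outcomes and could hardly give a smaller p. miR-211 is a close paralog of miR-204 and its probes may share signal.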
